# Myosin IIa Promotes Antibody Responses by Regulating B Cell Activation, Acquisition of Antigen, and Proliferation

**DOI:** 10.1016/j.celrep.2018.04.087

**Published:** 2018-05-22

**Authors:** Robbert Hoogeboom, Elizabeth M. Natkanski, Carla R. Nowosad, Dessislava Malinova, Rajesh P. Menon, Antonio Casal, Pavel Tolar

**Keywords:** B cell response, B cell development, B cell signaling, antigen internalization, antigen presentation, cytoskeleton, non-muscle myosin

## Abstract

B cell responses are regulated by antigen acquisition, processing, and presentation to helper T cells. These functions are thought to depend on contractile activity of non-muscle myosin IIa. Here, we show that B cell-specific deletion of the myosin IIa heavy chain reduced the numbers of bone marrow B cell precursors and splenic marginal zone, peritoneal B1b, and germinal center B cells. In addition, myosin IIa-deficient follicular B cells acquired an activated phenotype and were less efficient in chemokinesis and extraction of membrane-presented antigens. Moreover, myosin IIa was indispensable for cytokinesis. Consequently, mice with myosin IIa-deficient B cells harbored reduced serum immunoglobulin levels and did not mount robust antibody responses when immunized. Altogether, these data indicate that myosin IIa is a negative regulator of B cell activation but a positive regulator of antigen acquisition from antigen-presenting cells and that myosin IIa is essential for B cell development, proliferation, and antibody responses.

## Highlights

• Myosin IIa is important for B cell antigen acquisition from antigen-presenting cells
• Myosin IIa is a negative regulator of B cell activation
• Myosin IIa is essential for B cell cytokinesis
• Myosin IIa is required for efficient B cell responses

## Introduction

B cell activation is initiated when B cells bind antigen via their cell-surface B cell antigen receptors (BCRs). This induces signaling and internalization of BCR-antigen complexes. Subsequently, antigen is trafficked along the endosomal pathway, processed into peptides, and loaded on major histocompatibility complex class II (MHC class II) molecules for presentation to T cells. Cognate interaction with T cells results in full activation and proliferation of the B cell and differentiation into high-affinity antibody-secreting cells. Some B cells, e.g., marginal zone (MZ) B cells, mostly encounter small soluble antigens. However, many B cells engage antigen bound to antigen-presenting cells (APCs), such as subcapsular macrophages and follicular dendritic cells (FDCs), which display unprocessed antigen bound to complement or Fc receptors on their cell surfaces (Carrasco and Batista, 2007, Gonzalez et al., 2010, Junt et al., 2007, Phan et al., 2007, Qi et al., 2006). In contrast to acquisition of free-floating soluble antigen, capture of membrane-bound antigens from APCs requires B cells to apply force to overcome the membrane tether. It has been hypothesized that non-muscle myosin IIa generates these forces.

Myosin IIa is a motor protein from the class II family of myosin proteins, which have been implicated in generation of cortical tension (Murrell et al., 2015), separation of the mitotic spindle (Rosenblatt et al., 2004), formation of the cleavage furrow during cytokinesis (Straight et al., 2003), and cellular locomotion (Kolega, 1998). Myosin IIa is the only class II myosin expressed in lymphocytes. In T cells, it regulates maturation of immune synapses (Kumari et al., 2012), de-adhesion from intercellular adhesion molecule-1 (ICAM-1) (Morin et al., 2008), and interstitial migration and lymph node retention (Jacobelli et al., 2010). *In vitro* studies using primary B cells or B cell lines treated with blebbistatin, an inhibitor of class II myosin proteins, revealed a role for myosin IIa in B cell antigen extraction from membrane substrates (Natkanski et al., 2013) and antigen presentation to T cells (Vascotto et al., 2007). However, the role of myosin IIa in B cell functions *in vivo* has not been investigated.

Here, using mice in which myosin IIa was conditionally or inducibly deleted from B cells, we show that myosin IIa is required for B cell development at the pro-B cell stage. Moreover, when we deleted myosin IIa in more mature B cells, development and maintenance of splenic MZ, peritoneal B1b, and steady-state germinal center (GC) B cells was disturbed. Myosin IIa-deficient follicular B cells developed normally; however, these cells acquired an activated phenotype. Culturing myosin IIa-deficient B cells in the presence of various activating stimuli revealed a defect in cytokinesis. In addition, myosin IIa-deficient B cells showed impaired migration and were less efficient in internalizing membrane-tethered antigen, whereas internalization of soluble antigen was unperturbed. We also observed reduced acquisition of antigen from FDCs *in vivo*. Collectively, these defects resulted in reduced steady-state serum antibody levels and diminished antibody responses *in vivo*.

## Results

### Myosin IIa Is Required for Bone Marrow B Cell Development

Germline knockout of *Myh9*, encoding the myosin IIa heavy chain, leads to embryonic death (Conti et al., 2004). To study the role of myosin IIa in B cells, we crossed Myh9^fl/fl^ mice, in which exon 3 of *Myh9* is flanked by LoxP sites (Jacobelli et al., 2010), with Cd79aCre (Mb1Cre) and Fcer2Cre (CD23Cre) mice, resulting in mice in which *Myh9* is conditionally deleted from early bone marrow (BM) B cell precursors and more mature splenic transitional B cells, respectively (Hobeika et al., 2006, Kwon et al., 2008). Flow cytometric analysis of the BM and peripheral lymphoid organs of Mb1Cre^+^Myh9^fl/fl^ mice revealed severely reduced numbers of pro-B cells and in all subsequent stages of B cell development compared to Mb1Cre^+^Myh9^wt/fl^, Mb1Cre^+^Myh9^wt/wt^, or Cre-negative littermates (Figures 1A–1D), demonstrating that B cell development is blocked immediately after first expression of *Cd79a*. No differences were found in B cell development or mature B cell numbers between haploinsufficient and myosin IIa-wild-type mice, suggesting that a partial reduction of myosin IIa levels does not impair B cell development or maintenance of mature B cells. We conclude that myosin IIa is essential for early steps of B cell development.

**Figure 1:**
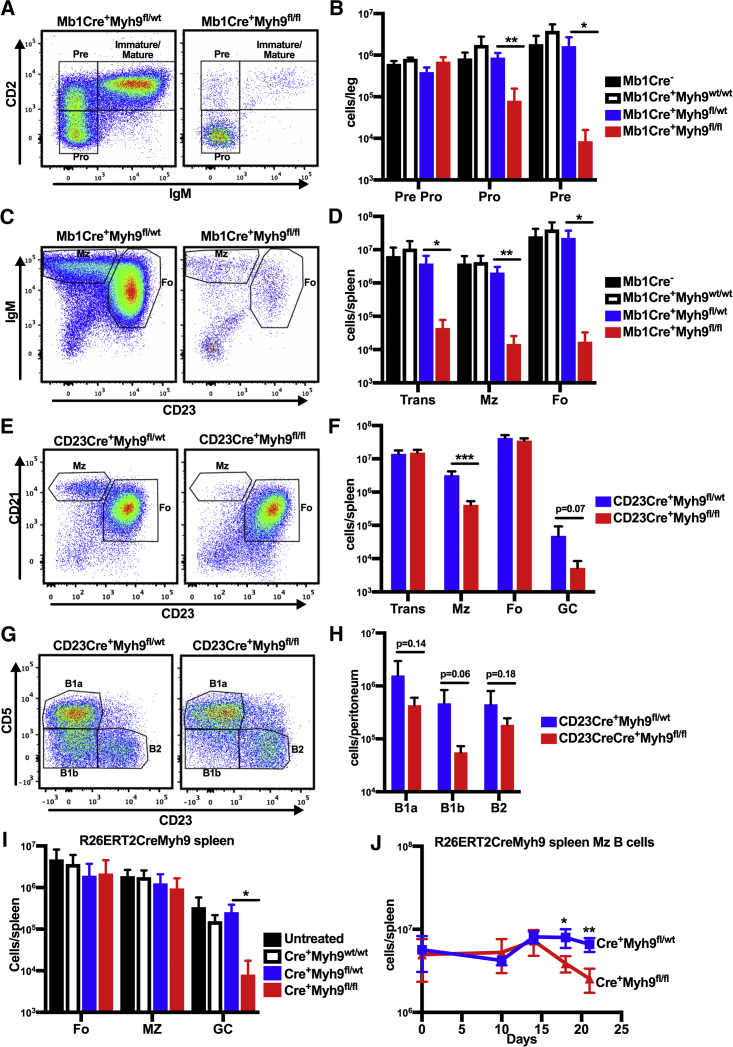
Disturbed B Cell Development and Maintenance after B Cell-Specific Deletion of Myosin IIa (A) Flow cytometric analysis of B220^+^CD19^+^ cells in the bone marrow (BM) of Mb1Cre^+^Myh9^wt/fl^ and Mb1Cre^+^Myh9^fl/fl^ mice. (B) Quantification of precursor B cell subsets in the BM of Mb1Cre^+^Myh9^wt/wt^ (n = 3), Mb1Cre^+^Myh9^wt/fl^ (n = 4), Mb1Cre^+^Myh9^fl/fl^ (n = 4), and Cre-negative littermates (n = 4). (C) Flow cytometric analysis of B220^+^AA4.1^−^ cells in spleens of Mb1Cre^+^Myh9^wt/fl^ and Mb1Cre^+^Myh9^fl/fl^ mice. (D) Quantification of B cell subsets in spleens of Mb1Cre^+^Myh9^wt/wt^ (n = 3), Mb1Cre^+^Myh9^wt/fl^ (n = 4), Mb1Cre^+^Myh9^fl/fl^ (n = 4), and Cre-negative littermates (n = 4). (E) Flow cytometric analysis of B220^+^AA4.1^−^ cells in spleens of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ mice. (F) Quantification of B cell subsets in spleens of CD23Cre^+^Myh9^wt/fl^ (n = 6) and CD23Cre^+^Myh9^fl/fl^ (n = 4) mice. (G) Flow cytometric analysis of B220^+^ cells in the peritoneal cavity of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ mice. (H) Quantification of B cell subsets in the peritoneal cavity of CD23Cre^+^Myh9^wt/fl^ (n = 6) and CD23Cre^+^Myh9^fl/fl^ (n = 4) mice. (I) Quantification of B cell subsets 14 days after the start of tamoxifen treatment in spleens of R26ERT2Cre^+^Myh9^wt/wt^, R26ERT2Cre^+^Myh9^wt/fl^, R26ERT2Cre^+^Myh9^fl/fl^, and Cre-negative mixed BM chimeras (n = 5). (J) Quantification of MZ B cell numbers in spleens of R26ERT2Cre^+^Myh9^wt/fl^ and R26ERT2Cre^+^Myh9^fl/fl^ mice over time since the start of tamoxifen treatment. Plotted are means ± SD per mouse. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 (unpaired t test). Trans, transitional B cells; MZ, marginal zone B cells; Fo, follicular B cells; GC, B220^+^Fas^+^CD38^−^ germinal center B cells. See also Figures S1 and S2.

### Myosin IIa Regulates Development and Maintenance of Splenic MZ and Peritoneal B1b B Cells

To investigate the role of myosin IIa in mature B cells, we analyzed CD23Cre^+^Myh9^fl/fl^ mice and found that total mature B cell numbers in the spleen, BM, and lymph nodes (LNs) were normal (Figures 1E, 1F, S1A, and S1B). However, splenic MZ and steady-state GC B cell numbers were reduced (Figures 1E and 1F). In the peritoneal cavity, the numbers of B1b B cells were also reduced, whereas B1a and B2 numbers were similar as in control mice (Figures 1G and 1H). Deletion of myosin IIa in follicular B cells was confirmed by analyzing mRNA expression of *Myh9* exon 3 and myosin IIa protein expression by western blot (Figures S2A and S2B). In addition, reduced myosin IIa protein levels were detected by flow cytometry in splenic CD23-expressing T2 cell and follicular B cell subsets of CD23Cre^+^Myh9^fl/fl^ mice, whereas CD23-negative T1 cells expressed normal levels (Figure S2C). In the peritoneal cavity, we observed reduced myosin IIa protein levels in B1b and B2 cells. However, B1a B cells retained myosin IIa expression (Figure S2D), most likely because these cells derive from fetal liver cells that do not express CD23.

The loss of MZ B cells was B cell intrinsic, because it was recapitulated when BM of CD23Cre^+^Myh9^fl/fl^ was mixed with 4 volumes of CD45.1 BM and transferred into sub-lethally irradiated *Rag1*-knockout (KO) mice (Figure S1C). Competition with wild-type B cells also reduced the numbers of myosin IIa-deficient follicular B cells, although not as severely as the number of MZ B cells.

Splenic MZ and peritoneal B1 B cells may share developmental and maintenance cues (Niiro and Clark, 2002). To investigate whether myosin IIa plays a role in the development or maintenance of MZ B cells, we mixed BM cells from R26ERT2Cre^+^Myh9^fl/fl^ and muMT mice and transferred them into sub-lethally irradiated *Rag1*-KO mice. In the resulting mice, myosin IIa can be acutely deleted specifically in B cells by administration of tamoxifen. Reduced levels of myosin IIa protein were detected in peripheral blood B cells by day 8 after the start of tamoxifen treatment, with maximally reduced levels from day 14 onward (Figure S2E). On day 14 after starting tamoxifen administration, MZ B cell numbers were not significantly different among R26ERT2Cre^+^Myh9^wt/wt^, R26ERT2Cre^+^Myh9^wt/fl^, and R26ERT2Cre^+^Myh9^fl/fl^ chimeras (Figure 1I). However, R26ERT2Cre^+^Myh9^fl/fl^ MZ B cell numbers started to decline 18 days after the start of tamoxifen treatment (Figure 1J). In contrast, steady-state R26ERT2Cre^+^Myh9^fl/fl^ GC B cell numbers were already reduced at day 14 (Figure 1I), indicating that myosin IIa is required for acute maintenance of GC B cells, but not MZ B cells. However, myosin IIa is important for MZ B cell development and long-term maintenance.

Development and maintenance of MZ B cells requires correct localization to the MZ (Lu and Cyster, 2002). To investigate localization of myosin IIa-deficient MZ B cells, we intravenously (i.v.) injected R26ERT2Cre^+^Myh9^fl/fl^ BM chimeras with an anti-Cd19-phycoerythrin (PE) antibody to label cells exposed to blood 14 days after the start of tamoxifen treatment. At this time point, myosin IIa is deleted, but MZ B cell numbers have not yet declined. Five minutes after injection of anti-Cd19-PE antibody, mice were culled and binding of antibody was analyzed by flow cytometry. Labeling of MZ B cells was slightly increased in R26ERT2Cre^+^Myh9^fl/fl^ chimeras (Figure S1D), indicating that myosin IIa-deficient MZ B cells were localized to the MZ or red pulp before their disappearance.

### Myosin IIa-Deficient Follicular B Cells Display Elevated Surface Activation Markers

Although follicular B cells in CD23Cre^+^Myh9^fl/fl^ mice developed in normal numbers, they expressed higher levels of surface Fcer2 (CD23) and MHC class II and reduced levels of surface immunoglobulin M (IgM) (Figure 2A), indicating an activated phenotype. A similar follicular B cell surface marker phenotype was induced by acute depletion of myosin IIa in R26ERT2Cre^+^Myh9^fl/fl^ mixed BM chimeras (Figure 2B), suggesting that myosin IIa is continuously required to maintain a resting surface marker phenotype of follicular B cells. The surface marker phenotype was B cell intrinsic, because it was also observed in myosin IIa-deficient follicular B cells of 20% CD23Cre^+^Myh9^fl/fl^, 80% CD45.1 mixed BM chimeras (Figure S3A). However, we could not detect significant changes in expression of other activation markers, such as Cd44, Cd69, and Cd86 (Figure S3B). No differences were found in surface marker expression of B cells with wild-type and haplosufficient myosin IIa levels (data not shown), indicating that a partial reduction of myosin IIa levels has no effect on the surface marker phenotype.

**Figure 2:**
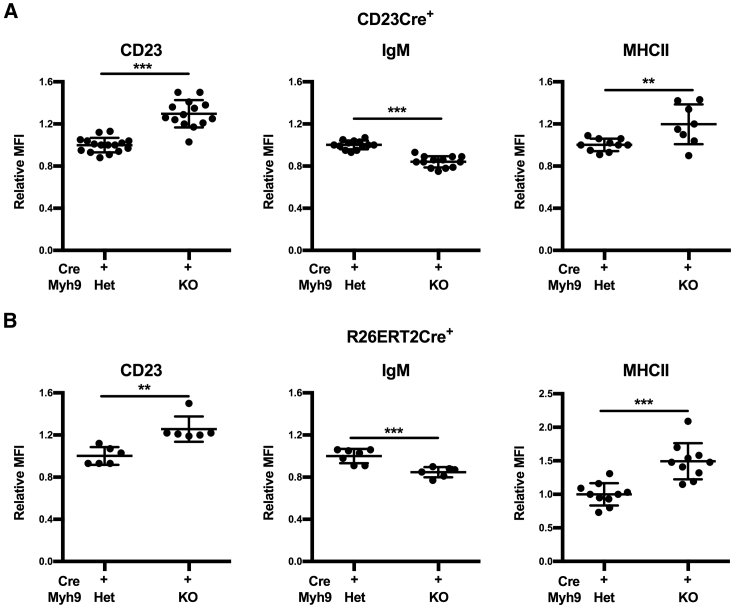
Myosin IIa-Deficient Follicular B Cells Express Altered Levels of Surface Activation Markers (A) Surface expression of CD23, IgM, and MHC class II on follicular B cells of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ mice. (B) Relative expression of surface CD23, IgM, and MHC class II on follicular B cells of R26ERT2Cre^+^Myh9^wt/fl^ and R26ERT2Cre^+^Myh9^fl/fl^ mice 18 days after the start of tamoxifen treatment. Each dot represents one mouse. Horizontal bars reflect mean ± SD. Data are normalized on expression levels of Cre^+^Myh9^wt/fl^ littermate follicular B cells. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 (unpaired t test). See also Figure S3.

To find clues of the signaling pathways that drive these phenotypic changes, we sorted follicular B cells of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ mice by flow cytometry and analyzed gene expression by RNA sequencing. 

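RNA of sorted follicular B cells was sequenced from 3 samples of CD23Cre+Myh9wt/fl mice and 3 samples of CD23Cre+Myh9fl/fl mice. In these mice, Cre recombinase is expressed from the CD23 promoter and removes the part of Myh9 that lies between LoxP sites, on 1 allele in the wt/fl cells and on both in the fl/fl cells, so the comparison group is haploinsufficient for myosin IIa and not wild-type. The data used here are the authors' deposited table of the comparison between the genotypes, in the layout of the program Cuffdiff. The authors pooled the 3 samples of each genotype into 1 value per entry, as fragments scaled to transcript length and to the number of mapped fragments (FPKM), so no spread between mice can be given for any value. An entry is a group of transcripts of a gene with the same coding sequence, and the authors' deposited table holds 25017 entries under 20458 gene names, 3033 of which have more than 1 entry. Of these entries, the authors' software tested 11467, left 13518 untested and marked 32 as having too few data. Positions in the authors' deposited table are on mouse build mm9. Log2 fold changes were recomputed as fl/fl over wt/fl from the FPKM of each entry, and gene lists were compared by the summed FPKM of each gene. Read depth per sample is unknown. The low FPKM values, multiplied by transcript length, clustered around a smallest common step of 0.0319 in wt/fl and 0.0315 in fl/fl, a ratio of 0.986, which would put both genotypes at about the same depth, but the clusters were too broad to recover whole reads. The FPKM of all entries in the authors' deposited table summed to 595296 in wt/fl and 596105 in fl/fl, and the median log2 fold change of the tested entries was 0.0022. The p-values and q-values are those of the authors' software, which had the separate samples.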

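Myh9, the deleted gene, is a single entry of the authors' deposited table on chromosome 15 from 77591018 to 77672545 (mm9). Its level in the authors' deposited table was 50.6 FPKM in CD23Cre+Myh9wt/fl and 21.1 FPKM in CD23Cre+Myh9fl/fl follicular B cells, 41.7% of the haploinsufficient level, with p = 5e-05 and q = 0.0140 and a log2 fold change of −1.26. In the GENCODE M21 annotation of build GRCm38, exon 3, whose mRNA the study measured to follow the deletion, lies on chromosome 15 from 77807868 to 77808024. It makes up 157 of the 7433 bases of the transcript with 41 exons, or 2.11%, so fragments from the other exons of a transcript without exon 3 still count toward Myh9.
Of the tested entries in the authors' deposited table, 47 had a q-value under 0.05, and each belonged to a different gene name. FPKM was higher in fl/fl for 9 of them, with a median log2 fold change of 0.98 (range 0.73 to 1.94), and lower for 38, with a median of −1.17 (range −3.53 to −0.71). The smallest p-value in the authors' deposited table, 5e-05, was shared by 41 entries, all with q = 0.0140, so these entries cannot be ranked by p. Benjamini-Hochberg adjustment of the deposited p-values over the tested entries gave back the deposited q-values to within 5e-07. The counts moved most with the threshold. At a q-value under 0.01 there were 0 higher and 0 lower entries, since the smallest p-value does not reach it, whereas 454 entries had an unadjusted p-value under 0.05, fewer than the 573 that 5% of the tested entries would give.
The largest falls were in Ncan (2.59 FPKM in wt/fl and 0.225 in fl/fl, log2 fold change −3.53), Lcn2 (12.6 and 1.21, −3.38), Ngp (13.4 and 1.29, −3.37), Igj, also called Jchain (5.40 and 0.617, −3.13), and Beta-s, a beta-globin (52.0 and 7.08, −2.88), all from the authors' deposited table. Lcn2 and Ngp are abundant in neutrophils, and their fall came with that of other neutrophil transcripts. Globin genes are nearly identical copies, and the counting could have split their fragments. The largest rises in the authors' deposited table were in Camk4 (0.415 and 1.59 FPKM, log2 fold change 1.94), C2cd5 (3.89 and 12.1, 1.64), Crisp3 (6.59 and 14.1, 1.09), Cirbp (30.5 and 60.7, 0.99) and Il12a (18.7 and 36.8, 0.98). The rise of C2cd5 was in 1 of its 3 entries. Summed over them, C2cd5 was at 16.3 FPKM in wt/fl and 16.6 in fl/fl in the authors' deposited table, a log2 fold change of 0.03. Of the 47 gene names, 7 had more than 1 entry, and C2cd5 was the only 1 of the 47 whose summed log2 fold change was under 0.2 in size.

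**Figure D1:**
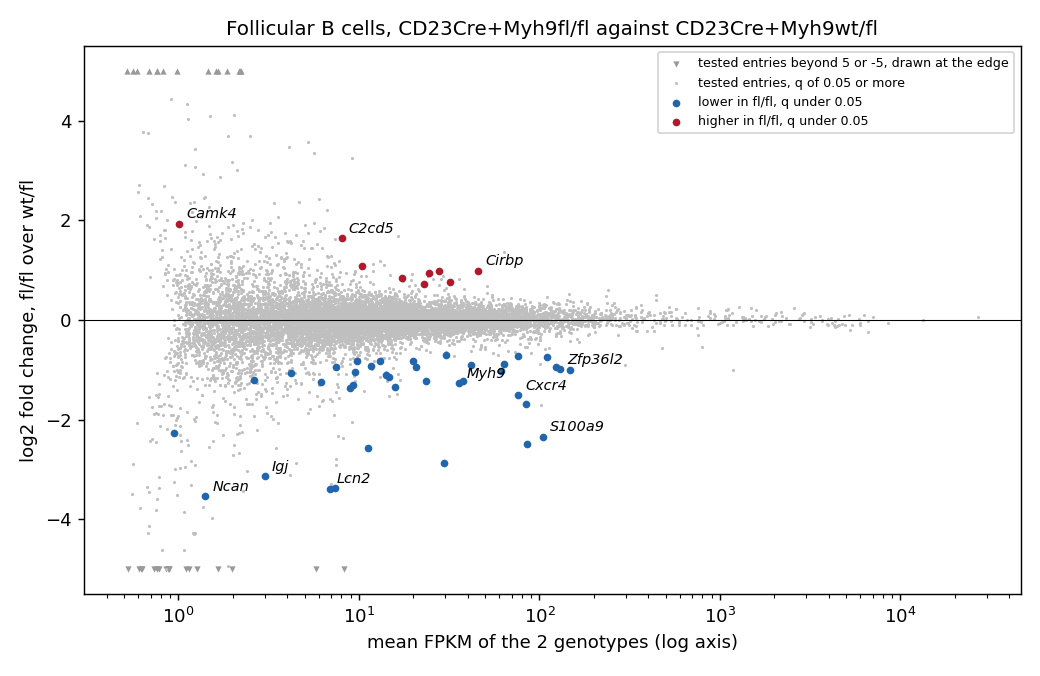
Log2 fold change (fl/fl over wt/fl) against the mean FPKM of the 2 genotypes (log axis). Points are tested entries of the authors' deposited table that are above 0 in both genotypes. The 9 higher entries at a q-value under 0.05 are red and the 38 lower entries blue. Triangles at the upper and lower edge stand for entries whose log2 fold change is over 5 in size, none with a q-value under 0.05. The 7 tested entries listed at 0 in one genotype are not drawn. With them, 41 tested entries were over 5 in size. The grey points spread widely at low FPKM.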

In myosin IIa-deficient B cells, 8 genes were significantly upregulated and 32 genes were significantly downregulated compared to haploinsufficient B cells (Table S1). 

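In the authors' deposited table, Dusp1 (chromosome 17 from 26642535 to 26645417, mm9), which encodes a MAP kinase phosphatase, was at 15.3 FPKM in wt/fl and 8.12 FPKM in fl/fl cells, a log2 fold change of −0.91. Ets2, a transcription factor gene (chromosome 16 from 95924013 to 95942656), went from 16.6 to 9.42 FPKM in the authors' deposited table, a log2 fold change of −0.82. S100a9, which encodes a calcium-binding protein (chromosome 3 from 90496554 to 90499613), had 175 and 34.5 FPKM in the authors' deposited table, a log2 fold change of −2.34. Zfp36l2, which encodes an RNA-binding zinc finger protein (chromosome 17 from 84583268 to 84587287), had 172 and 86.9 FPKM in the authors' deposited table, a log2 fold change of −0.99. Each gene has a single entry, and each reached the smallest p-value of the authors' deposited table, 5e-05. Adjusted over the list alone, all 4 had a q-value of 5e-05, which is not independent evidence, since the study chose the list on these samples. With 1 added to each FPKM, the median log2 ratio of the 4 genes was −0.91. S100a9 is also on the list of neutrophil markers, on which S100a8 fell from 145 to 25.8 FPKM in the authors' deposited table, a log2 fold change of −2.49.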

The downregulated genes included the putative p53 target genes *Dusp1*, *Ets2*, *S100a9*, and *Zpf36l2*, in line with a report that myosin IIa post-transcriptionally stabilizes p53 (Schramek et al., 2014). However, the RNA sequencing (RNA-seq) data did not reveal clues as to what signaling pathways may be dysregulated in myosin IIa-deficient B cells.

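Lists of genes for signaling pathways that act in B cells, written before the data were examined, were compared by the median log2 ratio of summed FPKM (with 1 added to each value) over the genes with a mean of at least 1 FPKM. The median was placed among the medians of 10000 random lists of the same size matched on mean expression, out of 9866 genes. This describes the pooled libraries only, since genes are not replicates and random lists ignore co-expression. For 16 BCR-induced genes the median log2 ratio was −0.087, at percentile 3.3, within the central 95% of random lists (−0.094 to 0.094). With a mean of at least 5 FPKM in place of 1 it was −0.16, below the central 95% of its random lists. Adjusted over the list alone, 1 of its 17 tested entries had a q-value under 0.05, Ccnd2, which went from 15.3 to 10.4 FPKM in the authors' deposited table. Over all tested entries, its q-value in the authors' deposited table was 0.245. Of the 17 entries, 3 had an unadjusted p-value under 0.05 (Ccnd2, Cd86 and Nr4a1), all lower in fl/fl. For 16 NF-kB targets the median was 0.035, at percentile 72.6, with 0 entries passing when adjusted over the list alone and 2 of 21 with an unadjusted p-value under 0.05. The 13 Notch2 targets and marginal zone B cell genes had a median of −0.12, at percentile 1.82, but at a mean of at least 5 FPKM the median was −0.028, within the central 95%. Plac8 was the only entry that passed when adjusted over the list alone, with 138 FPKM in wt/fl and 82.1 in fl/fl in the authors' deposited table. Of its 13 tested entries, 4 had an unadjusted p-value under 0.05 (Plac8, Dtx1, Cd9 and Mzb1), all lower in fl/fl. For 34 immediate-early genes, which respond to many receptors and also to tissue dissociation, the median was −0.097, at percentile 0.02. Adjusted over the list alone, 5 of its 37 tested entries passed, and 4 of these were lower in fl/fl, Dusp1 and Ets2 among them. Unadjusted p-values were under 0.05 for 8 of the 37 entries. At a mean of at least 5 FPKM the median was −0.052, within the central 95%. The 22 migration and adhesion genes had a median of −0.041, at percentile 5.32. Of their 31 tested entries only Cxcr4 passed when adjusted over the list alone, with 113 FPKM in wt/fl and 39.7 in fl/fl in the authors' deposited table, a log2 fold change of −1.51. Cxcr4 is also on the immediate-early list. Of the 31 entries, 2 had an unadjusted p-value under 0.05, Cxcr4 and S1pr1. For the 15 B cell identity genes the median was 0.023, at percentile 46.6, with 0 of 20 tested entries at an unadjusted p-value under 0.05.

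**Figure D2:**
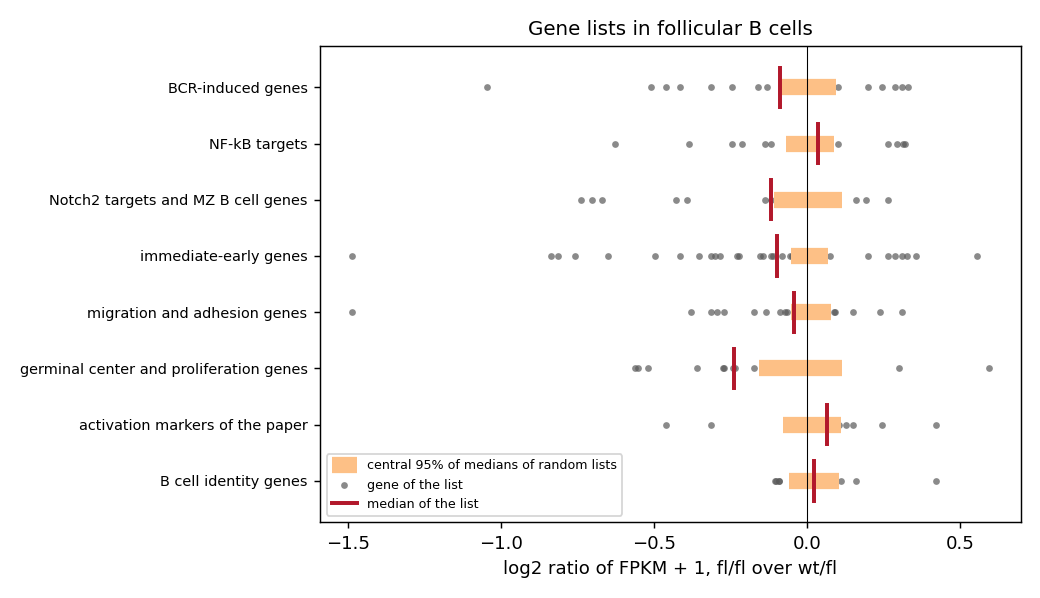
Log2 ratio of summed FPKM with 1 added (fl/fl over wt/fl) for the genes of 8 lists. Grey points are genes, red lines are the medians of the lists, and orange bars span the central 95% of medians of 10000 random lists matched on expression. The medians of the BCR-induced genes and NF-kB targets, −0.087 and 0.035, lie within their bars.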

MZ B cell development requires Adam10-mediated Notch2 cleavage and signaling (Gibb et al., 2010, Hammad et al., 2017), an event that might depend on myosin IIa-mediated forces or tension. To interrogate the role of myosin IIa in Adam10 translocation to the plasma membrane, we stimulated myosin IIa-deficient B cells with soluble anti-IgM and analyzed Adam10 surface expression by flow cytometry. A similar increase in Adam10 surface expression was detected in myosin IIa-deficient and myosin IIa-proficient B cells (Figures S4A and S4B). In agreement, myosin IIa-deficient B cells normally upregulated the Notch2 target genes *Deltex1*, *Hes1*, and *Hes5* when cultured on OP9 cells expressing the Notch ligand Dll1 (Figure S4C). We conclude that myosin IIa is not involved in Notch2 signaling.

### BCR Signaling and Internalization of Soluble Antigen Are Normal in Myosin IIa-Deficient B Cells

A lack of MZ B cell development, upregulation of CD23 and MHC class II, and decreased surface IgM expression have been associated with increased BCR signaling (Goodnow et al., 1988, Pillai and Cariappa, 2009). Thus, we hypothesized that myosin IIa is a negative regulator of BCR signaling. To study the role of myosin IIa in the regulation of BCR signaling, we stimulated myosin IIa-proficient and myosin IIa-deficient B cells with soluble anti-IgM and found that phosphorylation of Syk, Blnk, and Akt and intracellular calcium fluxes were similar (Figures S5A and S5B), suggesting proximal BCR signaling is unaffected by myosin IIa-deletion. In addition, prolonged stimulation of myosin IIa-deficient cells with soluble BCR ligands resulted in normal upregulation of the activation markers Cd69, Cd86, and MHC class II, albeit to slightly lower levels than in CD23Cre^+^Myh9^wt/fl^ cells (Figure S5C), suggesting myosin IIa is also not involved in regulating more distal BCR signaling pathways. Next, we analyzed internalization and processing of soluble antigen using DNA-based antigen degradation sensors as described previously (Nowosad et al., 2016). Myosin IIa-deficient B cells were as efficient in internalizing soluble anti-immunoglobulin κ (Igκ) as myosin IIa-proficient cells (Figure S5D), in agreement with previous reports for B cells treated with blebbistatin (Natkanski et al., 2013). Blebbistatin has also been reported to reduce antigen presentation capability of primary B cells and B cell lymphoma cell lines (Vascotto et al., 2007). However, similar levels of MHC class II-bound Ea peptide were detected at the cell surface of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ B cells after stimulation with anti-Igκ and Ea peptide-loaded microbeads (Figure S5E). Altogether, these findings indicate that myosin IIa is not required for the regulation of BCR signaling or for internalization, processing, and presentation of soluble antigen.

### Myosin IIa-Deficient B Cells Are Less Efficient at Extracting Antigen from Membrane Substrates

To investigate the role of myosin IIa in BCR signaling and internalization in response to membrane-presented antigen, we made use of a large-scale imaging approach of primary B cells on antigen-presenting plasma membrane sheets (PMSs) as developed previously (Nowosad et al., 2016). PMSs are flexible membrane substrates that facilitate B cell synapse formation, BCR signaling, and antigen internalization when coated with antigen. After 40 min on anti-Igκ-coated PMSs, myosin IIa-deficient B cells showed significantly less, but not absent, antigen internalization compared to myosin IIa-proficient cells (Figure 3A), showing that myosin IIa is important for efficient acquisition of membrane-bound antigen. To investigate whether the reduced internalization of membrane-bound antigen affects termination of BCR signaling, phosphorylation of BCR signaling pathway components was analyzed in myosin IIa-deficient B cells engaging antigen on PMS. However, we did not observe significant changes in phosphorylation of Blnk, Syk, or Erk (Figures 3B and 3C). Thus, myosin IIa does not regulate BCR signaling under these conditions.

**Figure 3:**
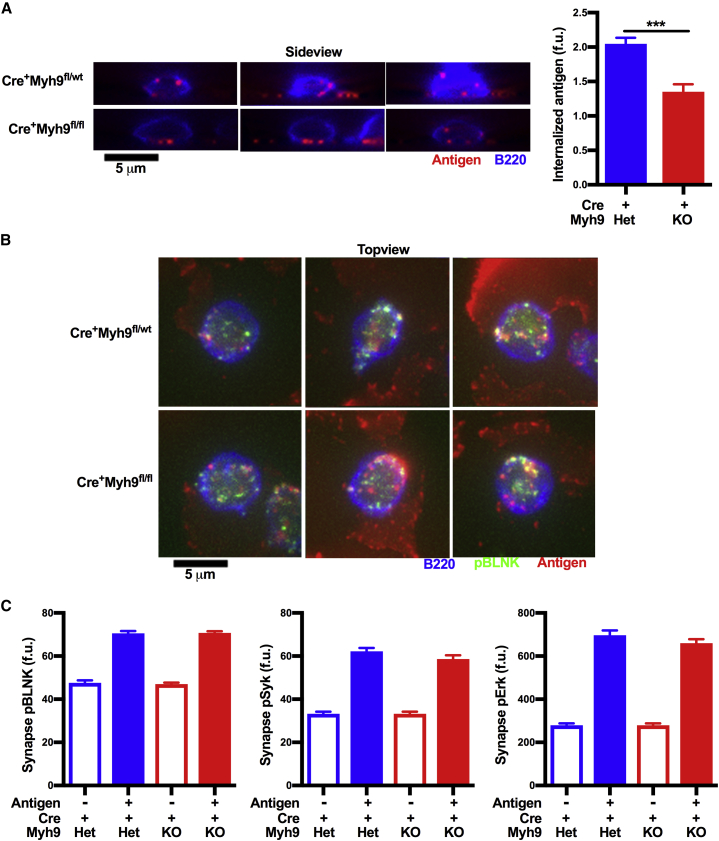
Myosin IIa-Deficient B Cells Are Less Efficient at Internalizing Membrane-Bound Antigen *In Vitro* (A) Side view reconstructions and quantification of internalized antigen of follicular B cells (blue) from CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ mice after 40 min of interaction with plasma membrane sheet (PMS)-bound antigen (red). (B) Top view of synapse plane showing pBlnk staining (green) in follicular B cells (blue) from CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ mice after 15 min of interaction with PMS-bound antigen (red). (C) Quantification of synaptic pBlnk (left), pSyk (middle), and pErk (right) after 20, 20, and 15 min of interaction with PMS, respectively. Cells that landed outside of PMS were used as unstimulated controls. Mean ± SEM (n > 192 cells). ^∗∗∗^p < 0.001 (Mann-Whitney U test). Fu, fluorescence units. See also Figure S5.

### Myosin IIa Is Required for Efficient Migration and *In Vivo* Trafficking of B Cells

Adhesion to ICAM-1 lowers the threshold for B cell activation by promoting synapse formation (Carrasco et al., 2004). To study the adhesive properties of myosin IIa-deficient B cells, we stimulated cells with anti-IgM in the presence of soluble ICAM-1 and analyzed ICAM-1 binding to the cell surface by flow cytometry. In both CD23Cre^+^Myh9^fl/fl^ and CD23Cre^+^Myh9^fl/wt^ B cells, binding of ICAM-1 was induced to a similar extent (Figure S6A). Adhesion of anti-IgM or MnCl_2_-stimulated B cells to immobilized ICAM-1 was also similar between myosin IIa-deficient and myosin IIa-proficient B cells (Figure S6B).

Using time-lapse imaging, we analyzed motility of myosin IIa-deficient B cells on ICAM-1-coated glass in the presence of Cxcl13 and observed reduced crawling speed compared to CD23Cre^+^Myh9^fl/wt^ B cells (Figure 4A; Video S1). A fraction of myosin IIa-deficient cells developed elongated uropods (Video S1). In Transwell assays, myosin IIa-deficient B cells displayed reduced migration toward Cxcl13, Cxcl12, and Ccl21 (Figure 4B). Coating of Transwell membranes with ICAM-1 facilitated robust migration of myosin IIa-proficient B cells, but not of myosin IIa-deficient B cells. In contrast, coating of Transwell membranes with anti-Igκ, a stronger adhesive, severely reduced migration of CD23Cre^+^Myh9^fl/wt^ and nearly abolished migration of CD23Cre^+^Myh9^fl/fl^ B cells. Altogether, these data indicate that B cells require myosin IIa for detachment from adhesive surfaces.

**Figure 4:**
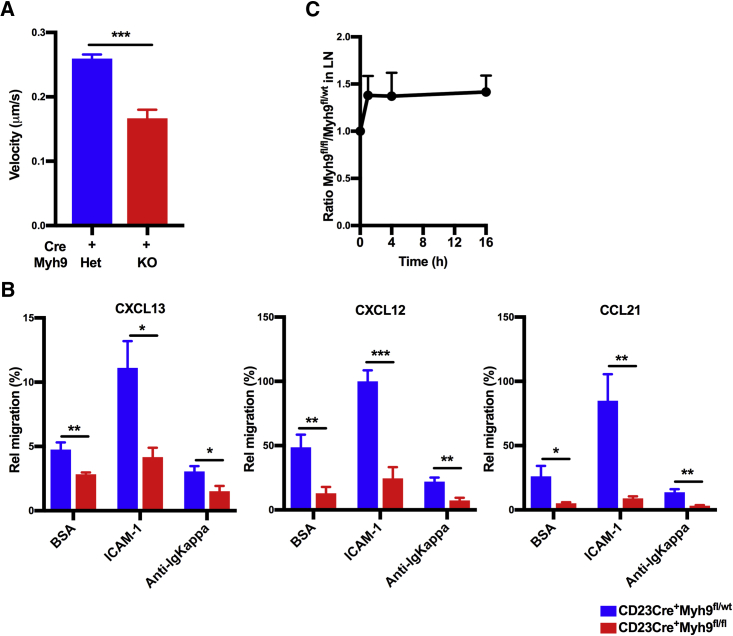
Disturbed Migration and *In Vivo* Trafficking of Myosin IIa-Deficient B Cells (A) Velocity of CXCL13-activated CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ B cells on an ICAM-1-coated glass surface (n > 48 cells). ^∗∗∗^p < 0.001 (Mann-Whitney U test). (B) Directional migration through BSA, ICAM-1, and anti-Igκ-coated Transwells of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ B cells toward the indicated chemokines. Data are normalized on Cxcl12-mediated migration of CD23Cre^+^Myh9^wt/fl^ B cells. Mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 (unpaired t test). (C) Ratio of B cells from CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ mice after i.v. injection into C57BL/6J mice normalized to input ratio (n = 8 mice). Mean ± SD. LN, lymph node. See also Figure S6.

Video S1. Myosin IIa Is Required for Efficient Chemokinesis, Related to Figure 4 CD23Cre^+^Myh9^fl/wt^ (left) and CD23Cre^+^Myh9^fl/fl^ (right) B cells migrating on ICAM-1-coated glass slides in the presence of 1 μg/mL of Cxcl13.

To analyze migration of myosin IIa-deficient B cells *in vivo*, we i.v. injected labeled CD23Cre^+^Myh9^fl/fl^ and CD23Cre^+^Myh9^fl/wt^ B cells into C57BL/6J mice and found an increased ratio of myosin IIa-deficient cells in the LNs after 1, 4, and 16 hr (Figure 4C). This skewed ratio of B cells in the LN was not due to facilitated homing of myosin IIa-deficient cells caused by increased L-selectin (CD62L) expression, because we observed normal CD62L expression on myosin IIa-deficient B cells (Figure S6C). To analyze whether myosin IIa-deficient cells migrate normally within LNs, we assessed the ratio of myosin IIa-deficient and myosin IIa-proficient B cells by immunofluorescence staining of cryopreserved LNs 16 hr after transfer and found that the ratio of myosin IIa-proficient and myosin IIa-deficient cells in B cell follicles was similar to the ratio determined by flow cytometry (Figure S6D).

### Myosin IIa Is Required for Efficient Acquisition of Antigen *In Vivo*

To investigate the role of myosin IIa in antigen acquisition *in vivo*, CD23Cre^+^Myh9^fl/wt^ and CD23Cre^+^Myh9^fl/fl^ mice were crossed with SW_HEL_ mice. B cells of SW_HEL_ mice express a high-affinity anti-hen egg lysozyme (HEL) antibody as a BCR on the cell surface (Phan et al., 2003). In the resulting mice, approximately half of the B cells expressed the HEL-specific BCR, as determined by binding of biotinylated HEL and PE-labeled streptavidin (Figure S7A). A similar percentage of cells could be stained with HEL3x, a modified version of HEL with 10,000-fold lower affinity for the SW_HEL_ BCR (Paus et al., 2006), albeit with lower mean fluorescence intensity (MFI). No difference was found in HEL binding capacity between antigen-specific B cells of CD23Cre^+^Myh9^fl/wt^SW_HEL_ and CD23Cre^+^Myh9^fl/fl^SW_HEL_ mice despite lower surface IgM levels in the latter (Figure S7B), suggesting total surface BCR levels, which also include immunoglobulin D (IgD), were not significantly changed.

To target HEL antigen to FDCs *in vivo*, we adapted a protocol to generate PE-labeled HEL immune complexes in CD45.1 mice by intraperitoneal injection of anti-PE antibody, followed 1 day later by subcutaneous (s.c.) injection of HEL or HEL3x bound to PE-labeled streptavidin near the axillary and inguinal LNs (Phan et al., 2007, Suzuki et al., 2009). Twenty-four hours after generation of immune complexes, when most of the antigen is presented on the surface of FDCs in LNs (Figure S7C), SW_HEL_ B cells were transferred. Fourteen hours after transfer, we isolated B cells from axillary and inguinal LNs and could detect PE-containing immune complexes on approximately 60% of transferred B cells that express the SW_HEL_ BCR. In contrast, only 3% of donor B cells that do not express a HEL-specific BCR were positive for PE (Figure S7D), possibly because of capture of anti-PE-HEL-streptavidin-PE complexes via complement receptor Cr2 (Phan et al., 2007). PE^+^ B cells had upregulated the activation markers Cd69 and Cd86, demonstrating that the HEL uptake is BCR mediated (Figure S7E). Omitting passive immunization with anti-PE antibody resulted in few PE-positive cells, suggesting that the antigen has been taken up from immune complex binding APCs.

To quantify HEL uptake from APCs *in vivo* in the absence of myosin IIa, B cells from CD23Cre^+^Myh9^fl/wt^SW_HEL_ and CD23Cre^+^Myh9^fl/fl^SW_HEL_ were isolated, labeled, and transferred concomitantly into HEL-immunized mice. After 14 hr, we found a modest but significant reduction in HEL bound to myosin IIa-deficient SW_HEL_ B cells (Figure 5A). A similar reduction in antigen uptake by myosin IIa-deficient SW_HEL_ B cells was observed when the lower-affinity HEL3x was used (Figure 5B). HEL-positive CD23Cre^+^Myh9^fl/wt^SW_HEL_ and CD23Cre^+^Myh9^fl/fl^SW_HEL_ B cells equally upregulated Cd69 and Cd86 (Figure S7E), demonstrating that access to antigen is similar. We conclude that myosin IIa is a positive regulator of antigen acquisition of membrane-bound antigen *in vivo*.

**Figure 5:**
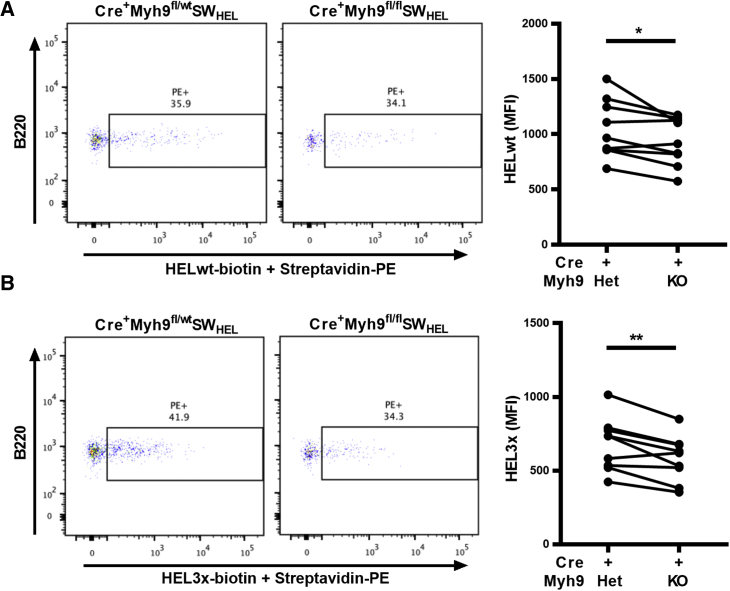
Myosin IIa Is Required for Efficient Acquisition of Low-Affinity Antigen *In Vivo* (A) Flow cytometric analysis and quantification of HEL-streptavidin-PE complex capture by B220^+^ cells from CD23Cre^+^Myh9^fl/wt^SW_HEL_ or CD23Cre^+^Myh9^fl/fl^SW_HEL_ mice 14 hr after transfer into HEL-streptavidin-PE-immunized CD45.1 mice. Plotted is the MFI of PE^+^ cells, paired per mouse. (B) Flow cytometric analysis and quantification of HEL3x-streptavidin-PE complex capture by B220^+^ cells from CD23Cre^+^Myh9^fl/wt^SW_HEL_ or CD23Cre^+^Myh9^fl/fl^SW_HEL_ mice 14 hr after transfer into HEL3x-streptavidin-PE-immunized CD45.1 mice. Plotted is the MFI of PE^+^ cells, paired per mouse. Flow cytometry plots display data of a representative experiment. ^∗^p < 0.05, ^∗∗^p < 0.01 (paired t test). See also Figure S7.

### Myosin IIa-Deficient B Cells Have a Defect in Cytokinesis

Past experiments with blebbistatin in HeLa and Cos-7 cells demonstrated that class II myosins cooperate to separate daughter cells during cytokinesis, the final step of the cell cycle (Ma et al., 2012, Straight et al., 2003). Because myosin IIa is the only class II myosin expressed in lymphocytes and both the pro-B cell stage and the GC are sites of extensive B cell proliferation, we hypothesized that myosin IIa-deficient B cells may have a defect in cytokinesis. To investigate proliferation of myosin IIa-deficient B cells, cells were labeled and cultured in the presence of various stimuli. After 48 hr, up to 40% of CD23Cre^+^Myh9^fl/wt^ follicular B cells stimulated with lipopolysaccharide (LPS), CpG, or Cd40lg and interleukin-4 (IL-4) had divided, as determined by dilution of dye (Figure 6A). In contrast, less than 10% of CD23Cre^+^Myh9^fl/fl^ B cells had proliferated regardless of the stimulus. CpG-stimulated myosin IIa-deficient B cells were markedly enlarged (Figure 6B), in agreement with a defect in cytokinesis. Pro-B cells of Mb1Cre^+^Myh9^fl/fl^ mice were larger than myosin IIa-proficient counterparts in Mb1Cre^+^Myh9^fl/wt^ mice (Figure 6C), suggesting these cells may have failed cytokinesis *in vivo*.

**Figure 6:**
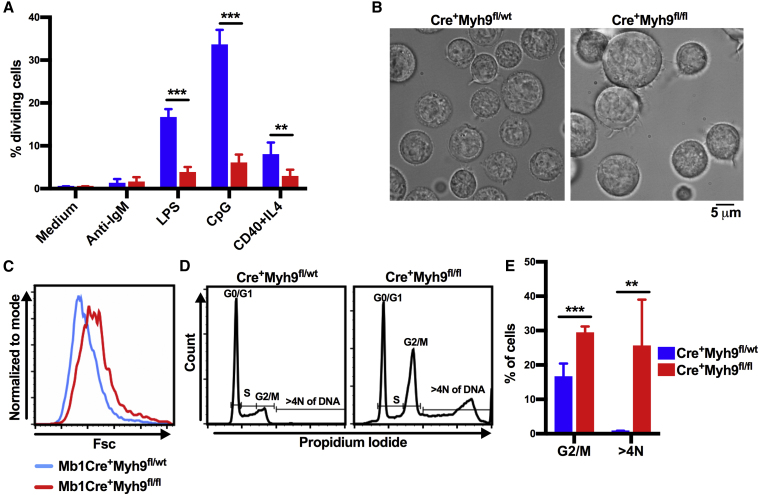
Myosin IIa-Deficient B Cells Have a Defect in Cytokinesis (A) Percentage of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ B cells that have divided after 48 hr of cell culture in the presence of indicated stimuli. (B) Light microscopy images of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ B cells stimulated with CpG for 48 hr. (C) Size of BM B220^+^CD19^+^CD2^−^IgM^−^ pro-B cells of Mb1Cre^+^Myh9^wt/fl^ and Mb1Cre^+^Myh9^fl/fl^ mice. (D) Flow cytometric analysis of propidium iodide incorporation of CD23Cre^+^Myh9^wt/fl^ and CD23Cre^+^Myh9^fl/fl^ B cells stimulated with CpG for 48 hr. (E) Quantification of cells in G2/M phase and cells with more than 4N of DNA after 48 hr of CpG stimulation. Means ± SD. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 (unpaired t test).

When stimulated with CpG for 48 hr *in vitro*, a higher proportion of myosin IIa-deficient B cells were in G2 or M phase, harboring 4N of DNA, as determined by propidium iodide incorporation, and indicating a block in a late phase of the cell cycle (Figures 6D and 6E). Moreover, CpG stimulation of myosin IIa-deficient B cells resulted in a large fraction of cells containing more than 4N of DNA, suggesting these cells failed to complete cytokinesis and entered the cell cycle again. Thus, myosin IIa is essential for B cell proliferation, explaining the block of B cell development and loss of GC cells *in vivo*.

### Myosin IIa Is Essential for Antibody Responses

Collectively, the cytokinesis defect, the reduced levels of MZ and GC B cells, and the reduced capacity to acquire antigen could result in disrupted antibody production. CD23Cre^+^Myh9^fl/fl^ mice had diminished levels of steady-state serum IgM and immunoglobulin G (IgG) 1, IgG2b, and IgG3 (Figure 7A). To study the role of myosin IIa in antibody responses, we transferred BM from CD23Cre^+^Myh9^fl/wt^ and CD23Cre^+^Myh9^fl/fl^ mice into *Rag1*-KO mice. After reconstitution, mice were immunized with the T-dependent antigen 4-hydroxy-3-nitrophenylacetyl-chicken gamma globulin (NP-CGG), and NP-specific antibodies in the serum were analyzed after 7 and 10 days. NP-specific IgG1 antibodies were not detected in CD23Cre^+^Myh9^fl/fl^-reconstituted mice, whereas a clear induction of NP-specific IgG1 antibodies was found in CD23Cre^+^Myh9^fl/wt^-reconstituted mice (Figure 7B). Some NP-specific IgM could be detected in immunized CD23Cre^+^Myh9^fl/fl^-reconstituted mice, although at lower levels than in immunized CD23Cre^+^Myh9^fl/wt^-reconstituted mice. When immunized with the T-independent antigen NP-Ficoll, CD23Cre^+^Myh9^fl/fl^-reconstituted mice did not generate detectable levels of NP-specific IgG3 (Figure 7C). A small induction of NP-specific IgM could be detected but was significantly less than in CD23Cre^+^Myh9^fl/wt^-reconstituted mice. We conclude that myosin IIa is essential for mounting efficient B cell antibody responses.

**Figure 7:**
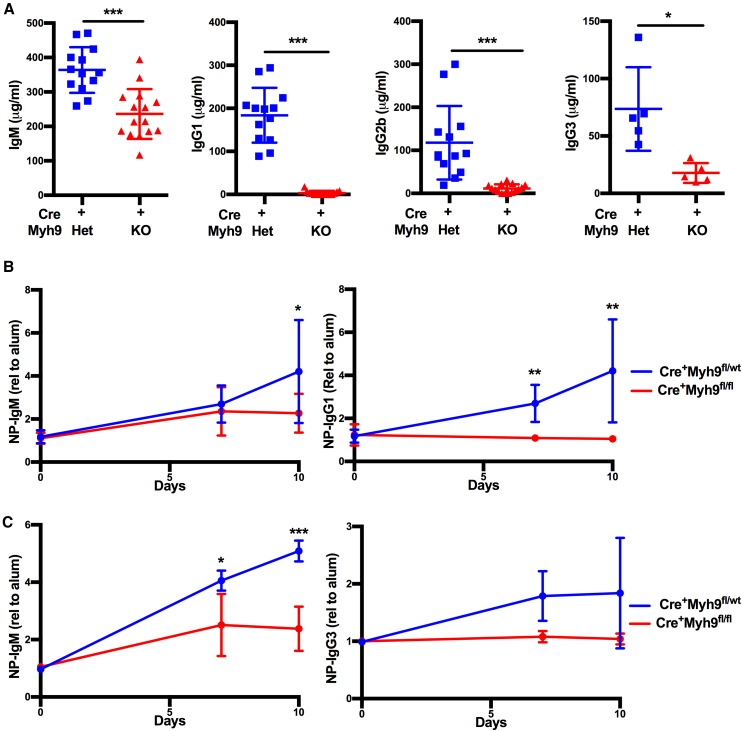
Myosin IIa Is Essential for Antibody Responses (A) Serum immunoglobulin levels of CD23Cre^+^Myh9^fl/wt^ and CD23Cre^+^Myh9^fl/fl^ mice. (B) NP-specific immunoglobulin levels of CD23Cre^+^Myh9^fl/wt^ and CD23Cre^+^Myh9^fl/fl^ BM-reconstituted mice after immunization with the T-dependent antigen NP-CGG (n = 10). (C) NP-specific immunoglobulin levels of CD23Cre^+^Myh9^fl/wt^ and CD23Cre^+^Myh9^fl/fl^ BM-reconstituted mice after immunization with the T-independent antigen NP-Ficoll (n = 5). Dots represent individual mice analyzed in two experiments. Horizontal bars reflect mean ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001 (unpaired t test).

## Discussion

B cell antigen acquisition from the surface of APCs is increasingly recognized as an important step in B cell responses (Cyster, 2010). Previous *in vitro* genetic and pharmacological perturbations identified myosin IIa contractility as an important factor in antigen extraction and delivery into MHC class II-containing processing compartments (Natkanski et al., 2013, Vascotto et al., 2007). Here, using mice in which myosin IIa was conditionally or inducibly deleted from mature B cells, we demonstrate that myosin IIa is important for antigen acquisition from FDCs *in vivo*. This is consistent with our discovery that FDCs have stiff membranes compared to other APCs, requiring application of strong forces by antigen-extracting B cells (Spillane and Tolar, 2017). We have also found that GC B cells have increased force generation capability, supporting that strong forces are required for antigen extraction in the GC (Nowosad et al., 2016). However, the rapid and complete disappearance of myosin IIa-deficient GC B cells, most likely due to a cytokinesis defect, prevented us from analyzing these cells in this study.

The extraction of membrane-bound antigen was only reduced by approximately 50% after genetic deletion of myosin IIa, in contrast to the 80%–90% reported with blebbistatin inhibition (Natkanski et al., 2013, Nowosad et al., 2016). This milder effect of myosin IIa deletion on antigen uptake prevented us from assessing the potential effects of cellular mechanics on antigen affinity discrimination in this model. It is possible that genetic deletion of myosin IIa can be compensated by other molecular motors or that blebbistatin has off-target effects that further diminish force generation by B cells. Differences between genetic inactivation of myosin IIa and inhibition by blebbistatin have also been observed when studying cytokinesis (Ma et al., 2012). Along these lines, we found that myosin IIa was not required for processing and presentation of soluble antigens, as reported previously (Vascotto et al., 2007). Possibly, alternative compensatory mechanisms take over this process after long-term genetic deletion of myosin IIa. This suggests caution is required when interpreting inhibitor or genetic studies in isolation.

When we analyzed antigen acquisition by myosin IIa-deficient B cells from APCs *in vivo*, we found that it was only modestly reduced, suggesting that substantial antigen extraction can be achieved without specialized myosin IIa-dependent pulling activity in the immune synapse. Again, deletion of myosin IIa may have been compensated by other molecular motors. In addition, the disturbed migration of myosin IIa-deficient B cells may facilitate antigen uptake *in vivo* due to prolonged interaction with the APC. Further studies on the role of cellular motility in B cell antigen acquisition should resolve this question.

Our analysis of myosin IIa-deficient B cells also shows that myosin IIa is important for the development of MZ and B1b B cells and negatively regulates the activation of follicular B cells. A loss of MZ B cells, combined with an activated phenotype of follicular B cells, has previously been reported in mice lacking negative regulators of BCR signaling, such as *Cd22* and *Aiolos* (Cariappa et al., 2001, Nitschke et al., 1997, Sato et al., 1996), and in transgenic mice expressing a self-reactive BCR (Cooke et al., 1994, Goodnow et al., 1988) or overexpressing *Cd19* (Tedder et al., 1997). This suggests that myosin IIa is a negative regulator of BCR signaling.

Sustained BCR signaling may render B cells anergic *in vivo* (Cooke et al., 1994, Goodnow et al., 1988). Although myosin IIa-deficient B cells responded normally to antigen stimulation, we observed a reduced capacity to upregulate Cd86, a feature previously attributed to anergic B cells (Benschop et al., 2001, Rathmell et al., 1998), suggesting myosin IIa-deficient B cells may have become partly anergic. Anergic B cells are short lived (Santulli-Marotto et al., 1998), which may explain the reduced numbers of follicular B cells in competitive BM chimeras. Hyper-responsiveness of follicular B cells has also been described in mice in which other components of the B cell cytoskeleton or BCR internalization or trafficking machinery were deleted, such as *Was*, *Dbnl*, or *Cbl*, often resulting in a mild autoimmune phenotype (Becker-Herman et al., 2011, Kitaura et al., 2007, Seeley-Fallen et al., 2014, Song et al., 2013). However, follicular B cells in these mice did not develop a hyperactivated surface phenotype, suggesting that myosin IIa may regulate B cell activation by a distinct mechanism. Possibly, myosin IIa may regulate BCR signaling under specific conditions, such as signaling induced by antigen presented on APCs or during a distinct developmental step. In support, transgenic expression of antigen on FDCs resulted in reduced IgM and increased MHC class II on antigen-specific naive follicular B cells (Yau et al., 2013), suggesting that BCR signaling induced by FDC-presented ligands in the spleen could lead to an activated phenotype similar to that observed in mice with B cell-specific deletion of myosin IIa. However, the exact nature of the signaling pathway activated in the myosin IIa-deficient B cells remains to be identified, because we did not observe an obvious increase in canonical BCR signaling induced by either soluble or membrane-bound antigens.

Analysis of adhesion *in vitro* showed that myosin IIa-deficient B cells adhered normally to soluble or immobilized ICAM-1. Moreover, when co-stimulated with both membrane-bound antigen and immobilized ICAM-1, BCR signaling was similar in myosin IIa-deficient and myosin IIa-proficient B cells (data not shown), demonstrating that initial attachment to ICAM-1 is normal. However, time-lapse imaging and Transwell experiments demonstrated that B cells require myosin IIa for detachment from adhesive substrates, similar to what has been described for myosin IIa-deficient T cells (Jacobelli et al., 2010, Morin et al., 2008). We speculate that this defect in detachment from adhesive substrates may result in prolonged interaction with antigen on APCs and thus in sustained BCR signaling *in vivo*. *Lsc*-deficient mice, which also have a defect in ICAM-1 detachment, harbor reduced MZ B cell numbers and follicular B cells with a hyperactivated phenotype (Girkontaite et al., 2001, Rubtsov et al., 2005), partly recapitulating the phenotype of mice with myosin IIa-deleted B cells described here.

Although the loss of MZ B cells after myosin IIa deletion is consistent with sustained BCR signaling, at least three other signals that are required for MZ B cell development could be potentially involved in this phenotype (Pillai and Cariappa, 2009). First, MZ B cell development needs Notch2 signaling. Interaction of Notch2 with its ligand Dll1 initiates cleavage of Notch2 by Adam10 (Gibb et al., 2010), an event that could rely on myosin IIa-mediated Adam10 transport, force generation, or cell tension. However, we measured normal Adam10 surface translocation after BCR stimulation and normal upregulation of Notch target genes in myosin IIa-deficient B cells, suggesting myosin IIa does not influence Notch signaling. Second, MZ B cell development depends on canonical nuclear factor κB (NF-κB) signaling, most likely induced by Tnfsf13b (BAFF). However, genetic disruption of canonical NF-κB signaling does not result in upregulation of activation markers. Moreover, *in vitro* survival in the presence of BAFF was normal in myosin IIa-deficient B cells (data not shown), suggesting myosin IIa is also not required for overall regulation of BAFF signaling. Finally, MZ B cell development and maintenance require migration and subsequent retention in the MZ (Lu and Cyster, 2002), which could depend on myosin IIa. However, we found increased labeling of myosin IIa-deficient MZ B cells after injection of anti-Cd19 antibody, indicating that more, not fewer, myosin IIa-deficient MZ B cells are localized in the MZ and red pulp. Possibly, a decrease in myosin IIa-dependent cellular locomotion may result in less shuttling of MZ B cells between the MZ and the follicle.

MZ B cells could also suffer from the observed cytokinesis defect, although proliferation of MZ B cells during steady-state conditions is generally very low and has, to our knowledge, only been reported when BM B cell development is blocked (Hao and Rajewsky, 2001). It is conceivable that declining numbers of MZ B cells at some point induce proliferation of remaining MZ B cells, thereby accelerating loss of MZ B cells through the defect in proliferation. However, loss of myosin IIa-deficient MZ B cells was also observed in the presence of wild-type MZ B cells in competitive BM chimeras, demonstrating that the initial loss of MZ B cells is cell intrinsic.

Overall, our data show that myosin IIa is required for efficient antibody responses, which is likely a result of the combined effects on antigen acquisition and proliferation. It is probable that because of these effects, myosin IIa-deficient B cells were unable to contribute to autoimmune reactions despite their activated phenotype, in contrast to the reported autoimmune syndromes in other mice with disturbed BCR internalization and trafficking (Becker-Herman et al., 2011, Kitaura et al., 2007, Song et al., 2013). Myosin IIa has been identified as a tumor suppressor by cytokinesis regulation or by post-transcriptional regulation of p53 (Conti et al., 2015, Schramek et al., 2014). 

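Canonical p53-induced genes were listed before the data were examined, and 27 of the 35 listed had a mean of at least 1 FPKM in follicular B cells. Their median log2 ratio of summed FPKM between CD23Cre+Myh9fl/fl and CD23Cre+Myh9wt/fl cells, with 1 added to each value, was −0.0063, at percentile 42.9 of random lists matched on expression (central 95% from −0.077 to 0.077). Of the 27 genes, 15 were lower and 12 were higher in fl/fl. Among the 33 tested entries of all 35 listed genes, 2 had an unadjusted p-value under 0.05 in the authors' deposited table. Of these entries, 0 had a q-value under 0.05, and 0 passed when adjusted over the list alone. Mdm2, on chromosome 10 from 117125960 to 117147772 (mm9), was at 69.9 FPKM in wt/fl and 69.6 in fl/fl in the authors' deposited table. Bax was at 69.8 and 65.2 FPKM, Ccng1 at 37 and 39.1 FPKM, and Cdkn1a at 1.18 and 0.794 FPKM in the authors' deposited table. Cdkn1a has a mean under 1 FPKM and is not among the 27. The summed entries of Sesn1 went from 105 to 82.8 FPKM, and Btg2 from 73.7 to 60.3 FPKM, in the authors' deposited table. Trp53 itself, on chromosome 11 from 69393860 to 69405375, has 2 tested entries in the authors' deposited table, with 28.4 and 25.1 FPKM (p = 0.638) and 74.1 and 84.9 FPKM (p = 0.338). The paper's line of reasoning starts from Dusp1, Ets2, S100a9 and Zfp36l2, which it calls putative p53 targets and found to be lower. It sets them beside a report that myosin IIa stabilizes p53 after transcription, a step at which Trp53 mRNA need not change, and from there proposes that p53 function may be altered in these cells.

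**Figure D3:**
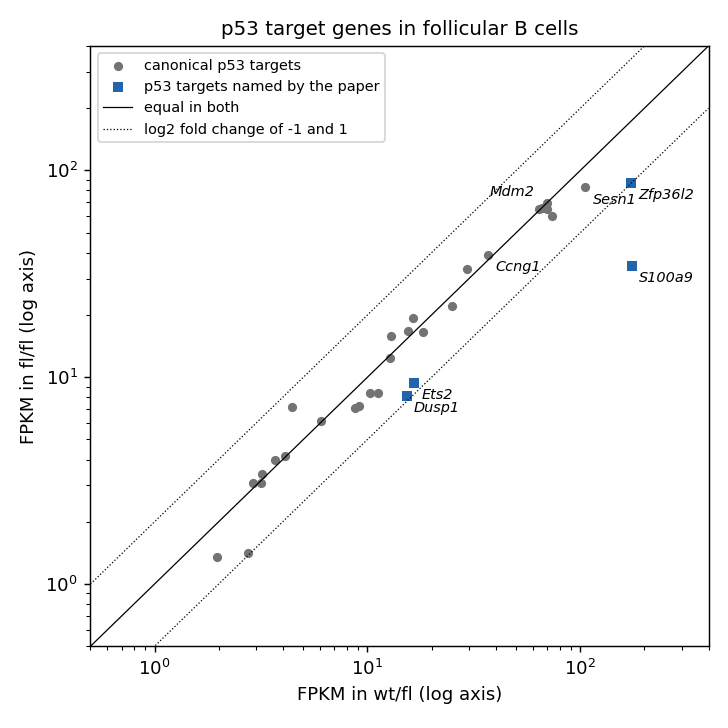
FPKM in fl/fl against FPKM in wt/fl (both log axes) for the canonical p53 targets (grey circles) and the 4 p53 targets that the study names (blue squares). The solid line marks equal values and the dotted lines log2 fold changes of −1 and 1. Most canonical targets lie near the solid line, with 15 of 27 lower, and S100a9 is farthest below it.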

We found several p53 target genes downregulated in myosin IIa-deficient follicular B cells, suggesting p53 function may also be deregulated in myosin IIa-deficient follicular B cells. However, whereas p53 null mice develop spontaneous lymphomas (Harvey et al., 1995), it is likely that transformation of myosin IIa-deficient B cells is again limited by the proliferation defect described in this paper.

Our data thus establish a critical role of myosin contractility in multiple aspects of B cell biology and should open new avenues to study the role of the cytoskeleton and B cell intrinsic force generation in antibody responses.

## Experimental Procedures

### Mice

Myh9^fl/fl^ (Myh9^tm5Rsad^) mice were crossed with Mb1Cre (Cd79a^tm1(cre)Reth^), CD23Cre (Tg(Fcer2a-cre)5Mbu), and R26ERT2Cre (Gt(ROSA)26Sor^tm1(cre/ERT2)Thl^) mice as described previously (de Luca et al., 2005, Hobeika et al., 2006, Jacobelli et al., 2010, Kwon et al., 2008). CD23CreMyh9^fl/fl^ mice were crossed with SW_HEL_ (Igh^tm1Rbr^-Tg(IgkHyHEL10)1Rbr) mice (Phan et al., 2003). 6–12 week old male and female mice were used for *ex vivo* analysis of cell populations. For *in vitro* experiments, cells isolated from 6–20 week old mice were used.

To generate BM transfer or chimera mice, *Rag1*-deficient mice (Rag1^tm1Mom^) were irradiated with 5 Gy and reconstituted with BM cells by i.v. injection. R26ERT2Cre^+^Myh9 mice received 2 mg/day of tamoxifen (Sigma) suspended in corn oil by intraperitoneal injection for 5 days. When indicated, BM was mixed with 80% muMT (Ighm^tm1Cgn^) or CD45.1 (B6.SJL-Ptprc^a^/Nimr). Mice were bred and kept in accordance with guidelines set by the UK Home Office and the Francis Crick Institute Ethical Review Panel.

### Large-Scale Imaging

Generation of PMS and the large-scale imaging approach have been described previously (Natkanski et al., 2013, Nowosad et al., 2016). A brief description is provided in Supplemental Experimental Procedures.

### Antigen Acquisition

To study *in vivo* antigen acquisition, we adapted a protocol to generate HEL-containing immune complexes as described previously (Phan et al., 2007). CD45.1 mice were passively immunized with a polyclonal anti-PE antibody (Rockland Immunochemicals). The next day, 10 μg of biotinylated HEL or HEL3x protein, produced in house as described (Paus et al., 2006), was complexed to PE-labeled streptavidin (BioLegend) and injected s.c. near the inguinal and axillary LNs under isoflurane anesthesia. The following day, CD23Cre^+^Myh9^fl/wt^SW_HEL_ and CD23Cre^+^Myh9^fl/fl^SW_HEL_ B cells were isolated, fluorescently labeled, mixed, and transferred to immunized recipient mice by i.v. injection. After 14 hr, inguinal and axillary LNs were harvested and analyzed by flow cytometry.

*In vitro* internalization and presentation of soluble antigen are described in Supplemental Experimental Procedures.

### Adhesion and Migration

To investigate *in vivo* homing and migration, B cells were labeled with 5-chloromethylfluorescein diacetate (CMFDA) and CellTrace Far Red (CTFR) and mixed in a 1:1 ratio, and 20 × 10^6^ cells were i.v. injected into C57BL/6J recipient mice. At indicated times, LNs were collected and the ratio of donor cells was determined by flow cytometry or immunofluorescence microscopy of cryosections.

To determine localization of myosin IIa-deficient MZ B cells, R26ERT2Cre^+^Myh9 muMT BM chimeras were treated with tamoxifen as described earlier. 14 days after the first tamoxifen injection, mice received 1 μg anti-Cd19-PE antibody by i.v. injection. Mice were culled 5 min later, splenocytes were harvested on ice, and cells were analyzed by flow cytometry. *In vitro* migration and adhesion experiments are described in Supplemental Experimental Procedures.

### Flow Cytometry, Signaling, Activation, and Proliferation

B cell populations, signaling, activation, proliferation, and gene expression were analyzed using standard techniques described in Supplemental Experimental Procedures.

### Statistical Analysis

Statistical analyses were performed using GraphPad Prism 7 software. For each experiment, the statistical test used, the sample size, and the statistical significance are included in the figure legend.

How the deposited data were processed for this re-analysis (not part of the article)

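Follicular B cells were sorted from CD23Cre+Myh9wt/fl and CD23Cre+Myh9fl/fl mice, with 3 samples of each genotype (6 in all), and their RNA was amplified and sequenced. The authors deposited 1 table of their own comparison of the genotypes, in the layout of the program Cuffdiff, with an entry for each group of transcripts that share a coding sequence. For each entry the authors give the FPKM of the wt/fl and of the fl/fl group, pooled over the 3 samples of a genotype. The score of each entry is the authors' test statistic for the log fold change and was used only to describe entries. Each p-value and q-value is the authors' own, with p in steps of 5e-05. The aligner, the program versions and the options are not named in the paper's text, and Table S1 and the supplemental procedures were not used here. Positions are on mm9, as the sequence names and the position of Myh9 show, and they were not converted. The authors' deposited table had passed through a spreadsheet, so 44 entries have a symbol that reads as a date, and 1032 entries have an unreadable deposited log2 fold change. That column was not used. All log2 fold changes were recomputed from the FPKM as fl/fl over wt/fl. FPKM in the authors' deposited table is listed at 0 in both groups for 4000 entries, in wt/fl alone for 2262 and in fl/fl alone for 1032.

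The unit of the table was not the one the design had assumed. The tests, alternatives, named genes and 18 gene lists were fixed before the data were examined, for a table with a value per sample. With 1 pooled FPKM per genotype there is no spread between samples, so no model across samples was fitted, no replicate was left out or used as a block, no correlation between samples was computed, the samples were not split in other ways, and no set test that needs samples was run. The authors' p-values and q-values took the place of those tests. The precision of a single FPKM value is unknown beyond what those p-values reflect, because depth per sample is unknown. The smallest common steps of FPKM times transcript length (715 genes in wt/fl and 1722 in fl/fl) lay close together, and whole reads could not be recovered from them. The settings of that estimate were chosen after its values were seen.

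Benjamini-Hochberg adjustment was applied again to the deposited p-values over all tested entries, over other sets of entries and over each gene list alone. For the lists, FPKM was summed per gene name, genes with a mean of at least 1 FPKM were kept (9866 genes), and the median log2 ratio with a pseudocount of 1 was placed among 10000 random lists drawn with replacement within 20 bins of mean expression. Lists below percentile 2.5 or above percentile 97.5 were called outside the central 95%. The planned lists were class II myosin and light chain genes, other myosin motors, activation markers of the paper, p53 targets named by the paper, canonical p53 targets, immediate-early genes, BCR-induced genes, NF-kB targets, Notch2 targets and marginal zone B cell genes, germinal center and proliferation genes, plasma cell genes, neutrophil, macrophage and monocyte, T cell and erythroid markers, B cell identity genes, migration and adhesion genes, and sex-linked genes. Another 5 lists were written after the 47 entries with a q-value under 0.05 had been seen and before the values of their members were: heat shock, cold-induced and glucocorticoid-induced genes outside the 47 entries, and clock genes of the positive and of the negative arm. The plan was to report lists with at least 5 tested genes. Lists with fewer compared genes (the p53 targets named by the paper, the sex-linked genes, the class II myosins, the cold-induced gene and the positive arm of the clock) are reported as well.

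The genes named in the text were set by a rule: Myh9, the 4 p53 targets that the paper names, the 5 largest rises and the 5 largest falls among the entries with a q-value under 0.05, the genes that the paper measured as protein or mRNA, Trp53, Myh10, Myh14, the sex-linked genes, and in a list under discussion its most highly expressed genes and any gene with a q-value under 0.05. The rule also asked that the 3 fl/fl values lie on one side of the 3 wt/fl values, which pooled values cannot show. A gene counted among the 47 was followed by the entry that was counted, a correction made to C2cd5 after its values had been seen. Genes outside the rule, such as S100a8, Cbx7, Fcrl5 and Mki67, were named after their values were seen. Xist, Ighm, Ighd, Trac and Trbc were not analysed here, and some genes of the lists are not reported by name.

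Transcript length, GC content and the exons of Myh9 came from GENCODE M21 on GRCm38, and 99.4% of the compared genes had a length and a GC content. The alternatives were other pseudocounts (0.1 and 0.5), other filters on FPKM, other q-value thresholds (0.01 and 0.1), a minimum log2 fold change of 1, upper quartile scaling, quantile normalization and lists without shared genes. The computations were tested on simulated data. All 10 lists of 20 genes with a known shift of 0.25 to 1 on the log2 scale were found, 8 of 200 unchanged lists fell outside the central 95%, and the adjustment recovered 200 of 200 changed entries and called 15 of 10800 unchanged entries. The changed entries were given p-values below the smallest deposited one, 5e-05, so their recovery was fixed in advance. Simulated genes were independent, so the lists of 20 say nothing about co-expressed or much shorter lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.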

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

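The comparison of neutrophil with macrophage markers and both tests on the germinal center and proliferation genes were chosen only after the results were seen. Of 17 lists of genes that the paper does not discuss for these data, 9 had a median outside the central 95% of random lists matched on expression, where 5% would be outside by chance if genes moved independently. Genes of a list move together, so this share cannot be read as a test. The heat shock, cold-induced and glucocorticoid-induced lists among the 9 were also written after the 47 entries had been seen, which raises the share. With 1 pooled value per genotype, no pattern here has a check against a single mouse or sort that differs from the others. Lists were also compared without the genes among the 47 entries, since those genes had prompted the patterns. That removes the members that changed most and moves a median toward 0 by construction, so a median still outside the central 95% is informative and one inside it, or short of a limit, is no evidence against an explanation.

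Neutrophil markers were lower in fl/fl. The median log2 ratio of 14 compared genes was −1.29, below all 10000 random lists, and 9 of 14 tested entries had a q-value under 0.05 when adjusted over the list alone. The most abundant were S100a9 (175 FPKM in wt/fl and 34.5 in fl/fl), S100a8 (145 and 25.8), Pglyrp1 (90.5 and 95.6) and Lyz2 (72.6 and 44.9) in the authors' deposited table, so Pglyrp1 did not fall. S100a9 is also among the p53 targets that the study picked from these libraries, and Lyz2 is also on the macrophage list. If all wt/fl samples together had held more non-B cells of every kind, neutrophil and macrophage markers would have moved alike. The median of the neutrophil markers outside the 47 entries lay −0.59 from that of the macrophage markers, outside the −0.20 to 0.23 of random pairs of lists. This argues against an impurity in which both kinds moved alike. An uneven mix of non-B cells is not excluded by it, since the erythroid markers fell too (median −0.69). An earlier test of a general impurity, set before the values were seen, had come out undecided. The T cell median was −0.12 (percentile 18.0) and the macrophage median −0.070 (percentile 29.5). Neutrophils or their RNA in the wt/fl samples remain a candidate explanation. The 10 neutrophil markers outside the 47 entries had a median of −0.66, lower than all random lists. It did not reach the −1 set in advance, a shortfall that leaving out the strongest markers favors, so the explanation stays open. Lower p53 activity is not settled either, since the canonical p53 targets had a median of −0.0063 with members going both ways. A response of B cells themselves to the loss of myosin IIa was not tested.

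Erythroid markers were lower too, with a median of −0.69 over 5 compared genes. Of the 9 tested entries of the whole list, 4 passed when adjusted over the list alone, all of them lower in fl/fl. The entry under the shared name of Hbb-b1 and Hbb-b2, among the 47 but not on the list, went from 19.2 to 3.23 FPKM. Beta-s fell from 52.0 to 7.08 FPKM and the entries under the shared name of Hba-a1 and Hba-a2, summed here, from 25.8 to 3.05. Those entries went from 12.7 to 1.29 FPKM (p = 0.121) and from 13.2 to 1.76 FPKM (p = 0.0456) in the authors' deposited table, while Bpgm rose from 9.08 to 11.8. Globin copies share fragments, so the split among them is uncertain. The 4 genes outside the 47 entries had a median of −0.55, at percentile 0.07, and did not reach the −1 set in advance, for which the same holds. Red cell RNA in the wt/fl samples may account for this and cannot be told apart from a change in the B cells with so few genes.

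Heat shock genes outside the 47 entries were lower in fl/fl, with a median of −0.53 over 21 genes (17 lower) and 11 of 21 tested entries passing when adjusted over the list alone. Hspa8 had 1574 FPKM in wt/fl and 788 in fl/fl, Hsp90ab1 936 and 647, and Hspe1 571 and 390 in the authors' deposited table. The list was written after Hsph1, Hspa4l and other chaperones had been seen among the 47 entries, so it is not independent of them. Rbm3, the only cold-induced gene listed beside Cirbp, was higher, with a log2 ratio of 0.51 at percentile 99.6. Its 2 tested entries had p = 0.216 and p = 0.033 in the authors' deposited table, both with q = 0.998. Of these entries, 0 passed when adjusted over the list alone. GC content and transcript length as the whole cause are argued against, since the median was −0.55 after both trends had been removed. A weaker heat shock response and a lower temperature of the fl/fl mice or samples each met the test set for it (−0.53 and 0.51), and these tests do not separate an effect of handling from an effect of the genotype. A different time of day stays open. The difference between the positive arm (3 genes, median −0.077) and the negative arm (7 genes, median 0.024) of the clock was −0.10, within the −0.30 to 0.31 of random pairs. The test set in advance would have read this as evidence against, but with so few genes the explanation cannot be told apart from its absence.

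Glucocorticoid-induced genes outside the 47 entries had a median of −0.15 over 17 genes (11 lower), at percentile 0.155. This list was prompted by Tsc22d3, Ddit4, Dusp1, Zfp36l2 and Cxcr4 among the 47 entries. Btg1 went from 369 to 315 FPKM (p = 0.331) and Txnip (summed entries) from 274 to 208 in the authors' deposited table (p = 0.354 and p = 0.0809 for its entries). By contrast, the classical targets Per1 (10.2 and 10.4) and Fkbp5 (6.59 and 6.75) were flat. A weaker glucocorticoid signal in fl/fl met its test (−0.15), although the median was −0.058 and within the central 95% with every gene above 0 FPKM included. Only 1 of the 20 tested entries, Pik3ip1, had an unadjusted p-value under 0.05, and it passed when adjusted over the list alone. The immediate-early genes had a median of −0.097 over 34 genes (21 lower), the most abundant being Btg1, Zfp36 (336 and 348 FPKM in the authors' deposited table) and Ier5 (162 and 204). The whole list was at percentile 0.02, but it holds Dusp1, Ets2 and Cxcr4, and Dusp1 and Cxcr4 are among the genes that prompted the test. Without these 3 the median was −0.056, at percentile 3.07, and −0.069, at percentile 1.47, with the trends on GC content and length also removed. The whole list is tied to the genes that prompted the test. The reduced list is moved toward 0, and it was inside the central 95% before the trends were removed but outside it after. Its place thus depends on that step, and neither list decides whether a response to dissociation and sorting differed between the groups. This explanation cannot be told apart from the other open ones. Several genes are on both lists.

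The sex-linked genes had a median of −0.20 over 4 Y-linked genes, at percentile 0.9. The log2 fold changes were −0.31 for Ddx3y, −0.24 for Uty, −0.19 for Kdm5d and 0.08 for Eif2s3y, and 0 of the 4 tested entries in the authors' deposited table had an unadjusted p-value under 0.05. The largest, −0.31, is far from the change of 1 set in advance for a different sex composition of the groups and argues against one of that size. Xist was not analysed here, so that part of the test was not run.

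Germinal center and proliferation genes had a median of −0.24 over 14 genes (12 lower), at percentile 0.12. Mki67 passed when adjusted over the list alone, at 2.69 FPKM in wt/fl and 1.5 in fl/fl in the authors' deposited table, where its q-value was 0.0562. The 11 cell cycle genes alone had a median of −0.24. Removal of the trends with GC content and length left the list at −0.25, which argues against these trends as the whole cause. The paper reports fewer steady-state germinal center B cells in CD23Cre+Myh9fl/fl mice, and fewer of them within the sorted cells may be a source. The germinal center genes compared (Bcl6, Fas and Mybl1) had a median of 0.30, at percentile 98.9. The test as written would have read this as evidence against, and this reading was withdrawn after the values were seen. Bcl6 (48.4 and 60.0 FPKM) and Fas (summed entries, 4.43 and 7.19) were higher in fl/fl. Their expression by follicular B cells may hide a small share of germinal center cells, which was not tested and is less clear for Fas at its lower level. Mybl1 (1.57 and 1.00) and S1pr2 (0.662 and 0.214) in the authors' deposited table were lower. S1pr2 is near 0, as is Rgs13, which went the other way (0.192 and 0.462). This explanation cannot be told apart from a change in follicular B cells.

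Plasma cell genes had a median of −0.23 over 8 genes (7 lower), with Igj and Sdc1 passing when adjusted over the list alone. Mzb1 went from 189 to 140 FPKM, whereas Xbp1 (summed entries, 48.8 and 45.9) and Irf4 (60.8 and 58.9), which B cells also express, changed little in the authors' deposited table. Without Igj, the only one among the 47 entries, the median was −0.088, at percentile 12.5, which does not count against the explanation. Fewer plasma cells in the fl/fl sorts may explain the fall of Igj and cannot be told apart from a change in B cells with the few genes left.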

How the results depend on the processing

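Beyond the settings fixed before the data were examined, the adjustment over tested entries with a mean of at least 1 FPKM, the pseudocount of 1 for single genes and the lists without the genes among the 47 entries were chosen only after the results were seen. No paired analysis was possible because the authors' deposited table gives 1 pooled value per genotype and no value per replicate. For the same reason the alternatives for counts (DESeq2 size factors, library size only, DESeq2, limma-voom and the count filters), the replicate block, the fits without each replicate, fry and camera with an estimated correlation were not run.

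Of 434 results under an alternative, 412 were the same, 13 were weaker, 4 stronger, 1 reversed and 4 counts moved by more than 1.5 times. Some of the 412 could not have changed, as given below, so this share overstates the stability. With q-values under 0.01 there were 0 higher and 0 lower entries, because the smallest p-value gives q = 0.0140. With a log2 fold change of at least 1 in size there were 3 higher and 25 lower entries, by the construction of the filter. The other counts were 12 and 45 (q-value under 0.1), 6 and 37 (every entry above 0), 9 and 34 (mean of at least 5 FPKM) and 9 and 37 (mean of at least 1 FPKM). Every entry above 0 means 21017 entries, against 11467 tested. The untested ones among them carry a placeholder p-value, so that setting could only raise the q-values and lower these counts. Of the 47 gene names, 4, 6 and 1 were lost in the last 3 of these, and 0, 2 and 0 were gained.

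For single genes, other pseudocounts and scalings change the log2 fold change but not the deposited p-value. A pseudocount added to both values cannot reverse the direction, so only upper quartile scaling and quantile normalization could have done so. The direction was kept in 160 of 160 results for the 32 genes followed, by construction in those with another pseudocount. The log2 fold change of Myh9 lay between −1.28 and −1.22. With a pseudocount of 1, Ncan fell less (−1.55) than Lcn2 (−2.62), and Camk4 rose less (0.87) than C2cd5 (1.43). Ncan and Camk4 thus led the falls and rises without a pseudocount but not with 1. The side of the threshold could change only in the 92 results with q-values adjusted again over another set of entries. It was kept in 90 of them, among them those of Myh9 and the 4 p53 targets named by the paper (q from 0.0118 to 0.0256). The other results were weaker, C2cd5 and Il12a (both q = 0.0894 when adjusted over every entry above 0). That follows from the untested entries added in this setting, and not from the values of these genes.

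For the lists, 154 results were the same, but 23 of these are from upper quartile scaling, which shifts all genes by −0.015 on the log2 scale, random lists included, and so says little about the place of a list. A list with no gene among the 47 entries, such as the NF-kB targets, cannot change when those entries are left out. The same holds for a list with no shared gene when shared genes are left out. Such results are also among the 154. With a mean of at least 5 FPKM, the immediate-early genes (−0.052), the Notch2 targets and marginal zone genes (−0.028) and the plasma cell genes (−0.066) came within the central 95%, the BCR-induced genes left it (−0.16), and the germinal center and proliferation genes reversed (0.064), since that filter removes most cell cycle genes. With every gene above 0, the BCR-induced genes were outside (−0.087) and the plasma cell genes (−0.13) and glucocorticoid-induced genes (−0.058) inside. With a pseudocount of 0.1, the BCR-induced genes were outside (−0.11) and the Notch2 list inside (−0.12), and with 0.5 the BCR-induced genes were outside (−0.10). Without genes that another list holds, the immediate-early genes (−0.069) and the Notch2 list (−0.12) were inside. Without the genes among the 47 entries, the immediate-early genes (−0.056), the Notch2 list (−0.060) and the plasma cell genes (−0.088) were inside, which that filter favors by its construction. Apart from the filters, the cause was not tested. The neutrophil, erythroid, heat shock, cold-induced, sex-linked and canonical p53 lists kept their place in each alternative that gave a value. A mean of at least 5 FPKM left too few macrophage and T cell genes, and the list of 4 p53 targets had no value without shared genes or without the 47 entries. Unknown depth per sample limits every value of a gene near 0 FPKM.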

Differences from the paper's values

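Of the settings in this part, the adjustment over tested entries with a mean of at least 1 FPKM was chosen only after the result was seen. The paper's counts are 8 upregulated and 32 downregulated genes, and the authors' deposited table gives 9 and 38 entries with a q-value under 0.05, each under a different gene name. Neither pair differs by more than 1.5 times. None of the settings run reached 8 or 32. The closest were 9 higher entries at the main setting and 34 lower entries when only entries with a mean of at least 5 FPKM were adjusted. The list in Table S1 was not used here. Dusp1, Ets2, S100a9 and Zfp36l2 (spelled Zpf36l2 in the paper) are among the 38 lower entries.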

Other observations

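Both tests on genes near 0 FPKM were chosen only after the result was seen, and the tests on Igj, Plac8 and Fcrl5 and on Cbx7 were set before their values were seen.

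Genes near 0 FPKM tended to be higher in fl/fl. Of 3585 genes with a mean of at most 0.05 FPKM that were not 0 in both groups, 2334 were higher and 1251 lower, and their FPKM in the authors' deposited table summed to 54.9 in wt/fl and 95.9 in fl/fl, 1.75 times as much (1.745). A greater depth of the fl/fl libraries would put more genes above 0 and would not by itself raise the summed FPKM of a fixed set of genes. This set was chosen by its mean FPKM, however, and depth affects which genes fall under that limit. The ratio therefore does not decide whether depth differed. A higher background of genomic DNA or unspliced RNA in the fl/fl libraries also stays open and was not tested independently. Olfactory and vomeronasal receptor genes were higher in fl/fl for 70.8% (570 of 805), and the sum was higher on 19 of 19 autosomes, but 508 of the receptor genes are themselves among the genes near 0 in which the pattern was seen. Of these 508, 74.2% were higher in fl/fl, against 63.6% of the other 3077 genes near 0, a difference that was not tested. Such a background cannot be told apart from other sources of low values with these data. The share of genes higher in fl/fl was 53.5% at a mean over 0.05 and up to 0.2 FPKM, 45.1% over 0.2 and up to 1, 45.2% over 1 and up to 5, and 52.0% over 5 FPKM. The shares between 0.2 and 5 FPKM go the other way from the pattern near 0. No biological explanation was tested.

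Igj, Plac8 and Fcrl5 were lower in fl/fl. Igj is given with the largest falls, Plac8 had 138 and 82.1 FPKM and Fcrl5 12.8 and 6.16 in the authors' deposited table. The paper reports fewer marginal zone B cells in CD23Cre+Myh9fl/fl mice, and fewer of them in the sorted gate may be a source. The other marginal zone genes had a median of −0.060, at percentile 14.0, with members going both ways (Cr2 177 and 198 FPKM, Mzb1 189 and 140), and the plasma cell genes outside the 47 entries −0.088. Leaving out the genes that changed moves both medians toward 0, so they do not count against either source. Neither source can be told apart from a change in follicular B cells.

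Cbx7, 2.12 Mb from Myh9, was lower in fl/fl (37.6 and 23.1 FPKM in the authors' deposited table, log2 fold change −0.71). Sequence of the donor strain carried along with the floxed allele could change the expression of neighbors. Within 5 Mb of Myh9, 10 of 161 tested entries (6.21%) had a p-value under 0.05, at percentile 91.6 of 3338 such windows, whose median was 3.33%. The test set in advance would have read a share within the central 95% as evidence against, but a carried sequence need not change many genes, so the explanation cannot be told apart from chance.

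The p-values in the authors' deposited table lean high, with a median of 0.568 and 57.1% over 0.5. Of the 454 with a value under 0.05, 285 were lower and 169 higher in fl/fl, and 10 entries had a q-value between 0.05 and 0.1.

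The mRNA of the surface markers that the paper measured as protein is reported as values only. The main entry of Fcer2a had 378 FPKM in wt/fl and 501 in fl/fl (p = 0.0888, q = 0.998), H2-Aa 6083 and 6545, H2-Ab1 2360 and 2796, and H2-Eb1 1443 and 1471, in the authors' deposited table. The main entries of Cd44 (17.9 and 19.3 FPKM) and Cd69 (35.4 and 28.3 FPKM) also stayed above a q-value of 0.05 in the authors' deposited table. Cd86 had 16.0 and 11.3 FPKM in the authors' deposited table, with p = 0.0136 and q = 0.772. The 10 compared genes of this list had a median log2 ratio of 0.067, at percentile 84.0. Adam10 had 20.7 and 21.1 FPKM, and of the Notch2 targets in unstimulated cells Dtx1 had 27.3 and 20.6 (p = 0.0207, q = 0.942), Hes1 15.9 and 19.3 and Hes5 2.88 and 1.38 (p = 0.0589) in the authors' deposited table.

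Other class II myosin heavy chains were near 0, with Myh10 at 0.297 and 0.262 FPKM and Myh14 (summed entries) at 0.0318 and 0.0129 in the authors' deposited table, not tested there. The 4 compared class II myosin and light chain genes had a median of 0.051, at percentile 67, and without Myh9 the 3 light chains had 0.090. The 10 other myosin motors had a median of −0.014, at percentile 41, with 0 of 13 tested entries at an unadjusted p-value under 0.05.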
